A study of Glycine max with 5 samples. Its data were reported in "Quantitative RNA pseudouridine maps reveal multilayered translation control through plant rRNA, tRNA and mRNA pseudouridylation" (2025).

How the data were processed

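Bisulfite-induced deletion sequencing (BID-seq) was applied to poly(A)-enriched RNA from soybean shoots. Bisulfite forms an adduct with pseudouridine (Ψ), an isomer of uridine, and reverse transcriptase then skips the modified base, so that a Ψ appears in the reads as a deletion, or gap. The labels give 5 libraries, of which 3 were treated with bisulfite and 2 were untreated input. Groups were taken from the labels of the samples.

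The authors summed gapped and non-gapped reads over the replicates of the tissue and deposited 1 list of sites, with coordinates on the Ensembl assembly Glycine_max_v2.1. The deposited read counts give the number of reads that cover each site, without normalization. By the methods of the study, the gap ratio is the number of gapped reads over these reads, before calibration. At 1 site it exceeded 100%, so there the gapped reads were not all among the listed reads. The deposited Ψ fraction is the gap ratio after the authors converted it with a calibration curve, and it serves as the stoichiometry of the site. Sites were kept by the authors with a filter based on a p-value, and all 1347 listed sites are marked as passed. The aligner and the thresholds of the filter were not stated. The list also gives the 21-nucleotide window around each site, with the site at its centre and T written for U. The product of gap ratio and read count was a whole number at 100.0% of sites, within the rounding of the list, and was used as the number of gapped reads.

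Because the list holds combined values only, no value per library was analysed here. The depth of single libraries, the spread between replicates, the deletions in input against treated libraries, and an analysis that leaves out libraries were therefore not obtained, and the read counts carry no statement of which libraries they cover. Errors are given as 95% intervals from the read or site counts. They cover counting error only, since reads amplified by PCR are not independent molecules. A gene expression table on another set of gene models was used only for the number and the summed length of genes per chromosome. Its 2 columns of values per sample were not used, since their names match an input and a treated library equally. Positions were not joined to genes, because the assemblies of the list and the table differ. Location within genes, coding regions and untranslated regions, and the relation of Ψ to mRNA abundance, were not analysed here.

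Tests were chosen before the data were examined, apart from those named here. For each 3-nucleotide motif with at least 10 sites, the mean Ψ fraction was compared with that of all other sites by a two-sided permutation test with 100000 resamples, with Benjamini-Hochberg adjustment over the motifs. The smallest p-value these permutations can give is 1e-05. The shares of sites are given with Wilson intervals. The planned comparison of motif shares with the uridines of transcripts was replaced, after the data had been seen, by Fisher's exact test (two-sided) against the other U of the same windows, leaving out the central 5 nucleotides. The tests within 10 strata of read depth, the tests without runs of at least 4 U, the correlation with depth, the comparison of similar windows and the search for a transfer RNA-like context were also chosen after the data had been seen. So was the comparison of sites per chromosome, for which p-values came from 100000 simulated draws in proportion to gene number. Sites are not biological replicates, and all p-values describe this list of sites only.

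The sites named in the text were chosen by a rule set before the data were examined, as the 10 sites with the highest Ψ fraction, with ties broken by read count. The part of the rule that concerns genes could not be applied. A further 5 sites with at least 200 reads, and 2 sites with unusual values, were chosen after their values were seen.

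Alternatives set before the data were examined were a minimum Ψ fraction of 20%, a minimum of 50 reads, the gap ratio in place of the Ψ fraction, medians in place of means, sites without a neighbouring U, and sites within 5 nucleotides counted once. The motif test was tested on simulated data with 50 simulations of 1347 sites. An added shift of 10 percentage points was recovered as 10.03 on average. When only depth set the fraction, the difference of CΨC sites from the others averaged -13.0 percentage points without depth strata and -0.0381 within them. That simulation used a straight fall of the fraction on log10 depth and no site filter. It did not cover the gap ratio or the test of runs of U, so it does not show that strata remove depth from the listed data. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.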

Results

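To map Ψ in soybean mRNA, BID-seq was applied to shoots in 3 treated and 2 input libraries. The deposited list gives 1 combined value per site, without stating which libraries its read counts cover, and holds 1347 Ψ sites, 1345 on the 20 chromosomes and 2 on scaffolds. Of these, 658 lay on the plus strand and 689 on the minus strand. The sites were covered by 5 to 9626 reads, with a median of 412 and an interquartile range of 134 to 1112.5. In total, 1168754 reads covered the sites and 58153 of them were gapped. A site rested on a median of 29 gapped reads, and the smallest number was 3. There are no replicate values for single sites, so the intervals below reflect counts of reads or sites. Requiring a Ψ fraction of at least 20% left 834 sites, and counting sites within 5 nucleotides once left 1342.

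The Ψ fraction had a median of 23.8% (95% order-statistic interval 22.9 to 24.9%), an interquartile range of 16.3 to 40.5% and a mean of 34.8%. A low fraction, under 20%, was found at 513 sites, or 38.1% (Wilson interval 35.5 to 40.7%). A high fraction, above 50%, was found at 278 sites, or 20.6% (18.6 to 22.9%). The remaining 556 sites, or 41.3%, lay between. Before calibration, the median gap ratio was 6.82%. The share of high-fraction sites changed most when shallow sites were left out, and was 2.15% among sites with at least 200 reads.

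The Ψ fraction fell with the number of reads. Across sites, Spearman's rho between reads and Ψ fraction was -0.82 and Pearson's r with log10 reads was -0.88 (permutation p = 1e-05 for both, the smallest that can be given). Sites are not independent replicates. For the gap ratio, rho was -0.92. Among the 156 sites with 20 reads or fewer, all had a Ψ fraction above 50%, the median gap ratio was 66.7% and the lowest was 25%. Among the 313 sites with 201 to 500 reads, the median gap ratio was 7.16% and the lowest 4.54%, and 17 sites exceeded a fraction of 50%. Among the 377 sites with more than 1000 reads, the median gap ratio was 4.04% and the lowest 2.25%. None of these 377 sites exceeded a fraction of 50%, which allows a share of up to 1.01% (Wilson interval). Of the 278 high-fraction sites, 206 had fewer than 50 reads, or 74.1% (68.6 to 78.9%). The median Wilson interval of the gap ratio reached 24.3 percentage points to either side at 20 reads or fewer and 0.929 points above 1000 reads.

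**Figure D1:**
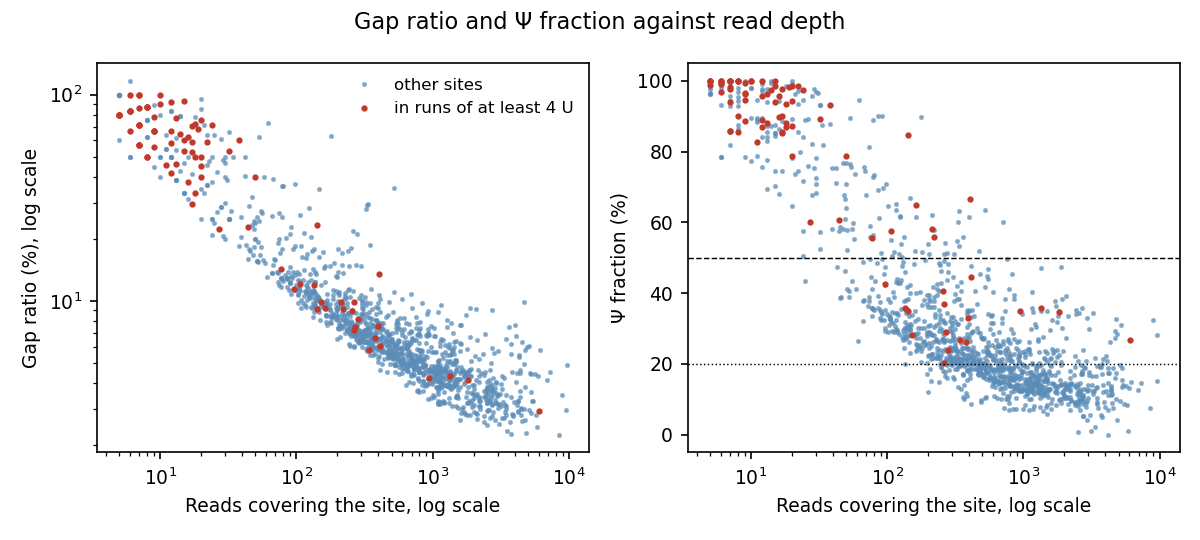
Gap ratio (left, percent, log scale) and Ψ fraction (right, percent) of each of the 1347 sites against the reads covering it (log scale), with sites in runs of at least 4 U in red and lines at 20% and 50%. The lowest gap ratio falls from 25% at 20 reads or fewer to 2.25% above 1000 reads.

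A Ψ fraction of 100% was listed at 39 sites. The 10 of them with the most reads, chosen by that rule for ties, were covered by 9 to 20 reads, with gap ratios from 78.6 to 100%, and the others by fewer than 9. The deepest lay on the minus strand of chromosome 14 at position 48005267 (Glycine_max_v2.1), where 19 of 20 reads were gapped, a gap ratio of 95% (Wilson interval 76.4 to 99.1%). Of the 10 sites, 4 lay in runs of at least 4 U. Among sites with at least 200 reads, a group chosen after the values were seen, the highest fraction was 66.7%. It was listed on the minus strand of chromosome 6 at position 12071158, in a run of 4 U. There, 55 of 407 reads were gapped (gap ratio 13.5%, 10.5 to 17.2%). The next fraction was 63.4% on the minus strand of chromosome 12 at position 38814422, with 186 of 525 reads gapped (35.4%, 31.5 to 39.6%). The gap ratios of these sites differed by more than their intervals, while their calibrated fractions differed little. The site on the plus strand of chromosome 3 at position 8043492 had a fraction of 63.3%, with 99 of 336 reads gapped.

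The calibration depended on the sequence around the site. In all 98 of the 5-nucleotide motifs with more than 1 site, the Ψ fraction never fell as the gap ratio rose. At a gap ratio of 5%, the fraction interpolated between sites was 9.27% for GGΨGT and 42.2% for CTΨCC, the extremes of the 30 motifs compared.

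**Figure D2:**
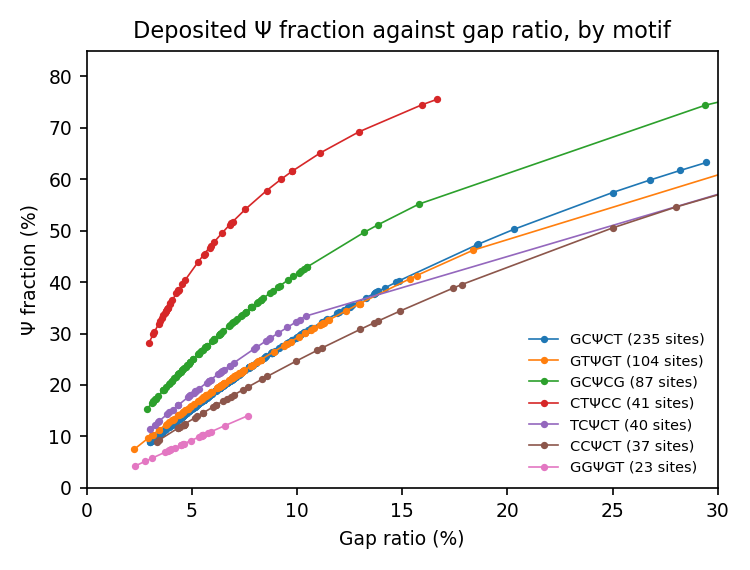
Deposited Ψ fraction (percent) against gap ratio (percent, shown up to 30%) for the most frequent 5-nucleotide motifs and the motifs with the highest and lowest fraction at a gap ratio of 5%. Points are sites, joined in order of gap ratio, and the motifs follow separate curves, from 9.27% to 42.2% at a gap ratio of 5%.

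To describe the sequence preference, sites were grouped by the base before and after Ψ, with T written for U. CΨC was the most frequent motif with 511 sites, or 37.9% (Wilson interval 35.4 to 40.6%). It was followed by TΨG with 229 sites, or 17.0% (15.1 to 19.1%), TΨC with 200 sites, or 14.8% (13.0 to 16.8%), GΨG with 143 sites, or 10.6% (9.08 to 12.4%), and GΨC with 82 sites, or 6.09% (4.93 to 7.49%). The share of CΨC moved most when sites with a neighbouring U were left out, to 60.0%. The most frequent 5-nucleotide motif was GCΨCT with 235 sites. C followed the Ψ at 821 sites, or 61.0%. Among the other 4799 U of the same windows, the share of the CΨC context was 5.56%, an odds ratio of 10.4 (Fisher's exact test, adjusted p = 7.73e-179 over 16 motifs). Against only those other U that end a run of U, of which 8.48% were in the CΨC context, the odds ratio was 6.60 (Fisher's exact test, adjusted p = 5.15e-115). The list does not tell whether these other U were examined for Ψ. In runs of U the list placed the Ψ at the last U in 468 of 495 cases, or 94.5%, so U followed the Ψ at only 27 sites. Of the 100 sites followed by A, 70 had fewer than 50 reads, against 65 of the 821 sites followed by C.

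**Figure D3:**
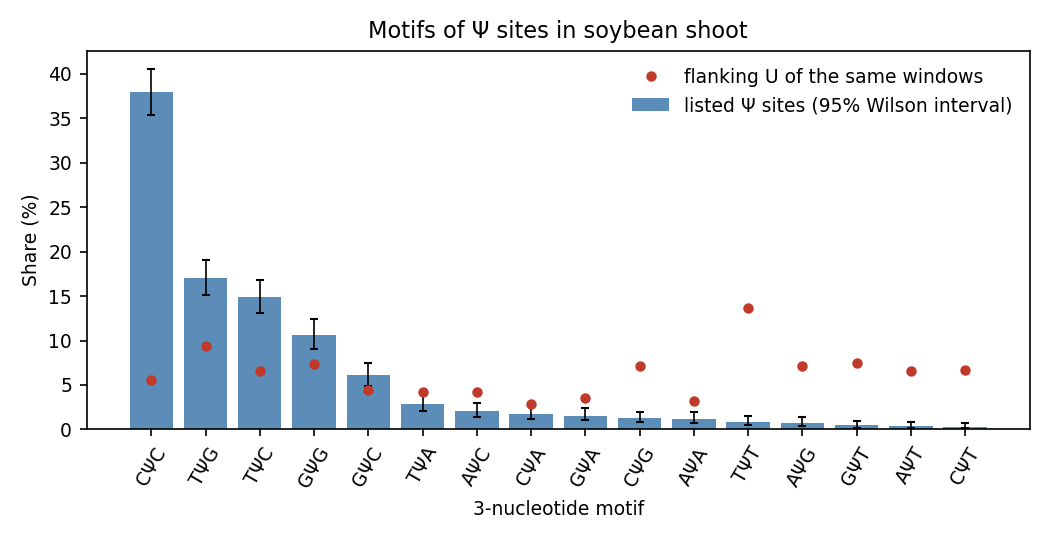
Share (percent) of the 1347 sites in each 3-nucleotide motif, as bars with 95% Wilson intervals, and share of the same context among the 4799 other U of the windows, as points. CΨC makes up 37.9% of sites and 5.56% of the other U.

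The Ψ fraction differed between motifs. Of 13 motifs with at least 10 sites, 11 differed from the other sites at an adjusted p under 0.05, with 7 higher and 4 lower. CΨC sites had a mean fraction of 24.1% ± 13.0 (SD over sites, n = 511) against 41.3% at the other sites, a difference of -17.3 percentage points (permutation test, adjusted p = 1.86e-05). TΨC sites had a mean of 46.9% ± 25.6 (SD over sites, n = 200), higher by 14.2 points (adjusted p = 1.86e-05). GΨG sites were lower, with a difference of -12.4 points (permutation test, adjusted p = 1.86e-05). The largest differences were those of AΨA, TΨT, TΨA and GΨA, from 45.2 to 56.8 points higher, at motifs with median depths of 10 to 16.5 reads, against 619 reads for CΨC. Within depth deciles the number of motifs past the threshold was 8, all of them among the 11. There, with motif labels permuted in the same permutation test, the difference was -1.46 points for CΨC (adjusted p = 0.0208), 8.83 points for TΨC (adjusted p = 4.33e-05) and -7.34 points for GΨG (adjusted p = 4.33e-05). For AΨA, TΨT, TΨA and GΨA the differences fell to 10.8, 11.7, 4.53 and 2.09 points. GΨA was then no longer past the threshold (same permutation test, adjusted p = 0.407). For the gap ratio within depth deciles, 0 of the 13 motifs passed the adjusted threshold and 2 had an unadjusted p under 0.05.

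**Figure D4:**
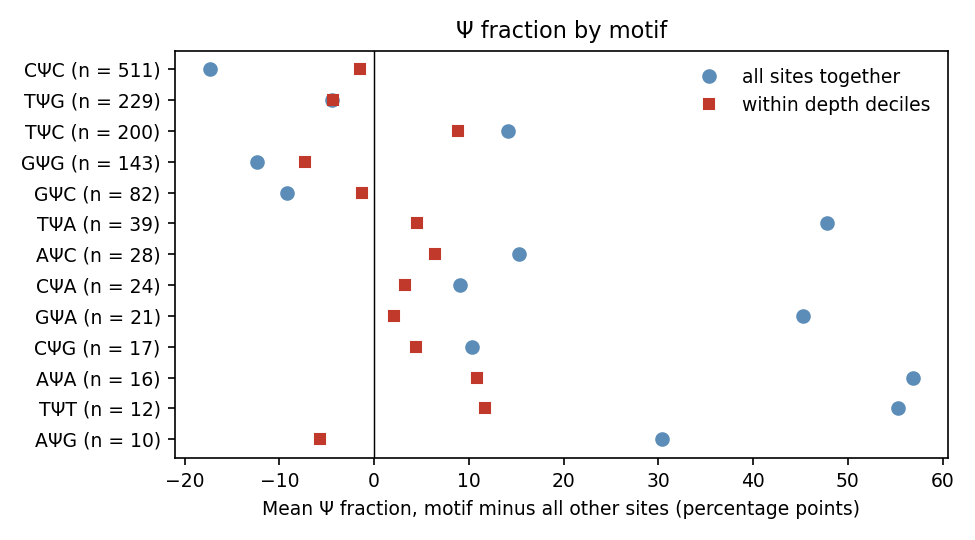
Mean Ψ fraction of each motif minus that of all other sites (percentage points), over all sites together (circles) and within depth deciles (squares), with the number of sites of each motif. The difference of CΨC changes from -17.3 to -1.46 points.

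Sites in runs of at least 4 U numbered 86, or 6.38% (5.20 to 7.82%). Their median depth was 16.5 reads against 474 at the other sites, and their median gap ratio was 56.3% against 6.53%. The Ψ fraction exceeded 50% at 69 of the 86 sites. The mean gap ratio was higher by 36.7 percentage points (permutation p = 1e-05, the smallest that can be given).

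The number of sites per chromosome was compared with the number of genes. Over 46935 genes on the 20 chromosomes there were 28.7 sites per 1000 genes, and the numbers did not differ detectably from that rate (chi-square 19.0, simulated p = 0.458).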

Values the study reported

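For shoot mRNA, the study reported 1,347 Ψ sites in soybean, against 2,566 in Arabidopsis, 2,521 in rice and 388 in maize.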

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

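The alternatives on runs of U, distinct windows, at least 200 reads, depth deciles and removal of a depth trend were chosen after seeing the data.

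The number of sites fell to 834 with a minimum Ψ fraction of 20% and was 1136 with at least 50 reads, 1261 without runs of at least 4 U, 1250 in distinct windows and 1342 with sites within 5 nucleotides counted once. With at least 50 reads the median Ψ fraction was 21.3%, the share above 50% was 6.34% and the share under 20% was 45.2%. With at least 200 reads these were 19.2%, 2.15% and 54.8%. Without runs of at least 4 U the median was 22.7% and the share above 50% was 16.6%. On the uncalibrated gap ratio they were 6.82%, 8.98% and 82.3%, by construction of the scale. The share of CΨC was 33.0% with a minimum fraction of 20%, 43.7% with at least 50 reads and 60.0% without a neighbouring U, where motifs with a T beside Ψ are removed by construction. Elsewhere the cause was not tested.

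The count of motifs with a different Ψ fraction was 11 of 13. Without runs of at least 4 U it was 12 of 12, where CΨA and CΨG also passed (permutation test, adjusted p = 0.0184 and 0.0245). It was 9 of 13 on the gap ratio and in medians, and 8 of 13 within depth deciles. With at least 50 reads it was 5 of 8, where fewer motifs could be tested. It was 0 for the gap ratio within depth deciles, with 2 at an unadjusted p under 0.05. In that setting the difference of CΨC was -0.16 points and no longer past the threshold, with adjusted p-values for CΨC from 1.86e-05 to 0.726 over all settings. Some motifs changed direction, but none was past the threshold in the setting where it did (permutation test, adjusted p from 0.129 to 0.861). CΨA and CΨG were not past it in the main test either. On the gap ratio TΨG became 0.628 points higher. In medians GΨC became 0.333 points higher. With at least 50 reads CΨA became -2.85 points. Within depth deciles AΨG became -5.76 points. For the gap ratio within depth deciles the differences were -2.63 for AΨC, -5.80 for AΨG, -1.95 for CΨA, -0.512 for CΨG, -1.18 for GΨA and 0.732 for TΨG. The cause was not tested. Counting each of the other results once per setting, 17 values became weaker, 2 stronger and 4 moved. The odds ratio of CΨC, the depth relation and the chromosome distribution kept their direction and side of the threshold in every setting tried for them, with odds ratios from 6.60 against other U that end a run of U to 11.7 with at least 50 reads and rho from -0.92 to -0.70.

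Depth limits the list as a whole, since low gap ratios are listed only at deep sites, and stratifying by depth also narrows the range of gap ratios compared.

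No paired analysis was possible because the list holds 1 combined value per site and none per library. For the same reason the comparison of treated and input deletion, the agreement of replicates, treated against input expression, and leaving out each library were not run. Region composition, Ψ fraction by region, the relations to mRNA abundance, the choice of 1 site per gene and the background of transcript uridines were not run either, because positions were not joined to genes or transcripts.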

Other observations

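The comparison of motifs by uncalibrated gap ratio was set before the data were examined, and all other tests in this part were chosen after the data had been seen, those within depth deciles for runs of U and for the transfer RNA-like context before their own outcome was known. The files give 1 tissue in 1 combined list, so no biological explanation was tested.

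The Ψ fraction fell steeply with depth. Misplaced deletions in runs of U are argued against as the whole cause, since rho was -0.79 without such runs. Calibration is argued against too, since rho was -0.92 for the uncalibrated gap ratio. Among the explanations examined, what remains is the site filter, which may pass only high gap ratios where reads are few. The lowest listed gap ratio was 25% at 20 reads or fewer and fell in each deeper class. Other causes were not examined, and deletions in input libraries were not obtained. Whether high-fraction sites are also rarer among abundant transcripts cannot be told apart from this, because the uridines tested at each depth were not analysed here, and the 0 sites above 50% at more than 1000 reads allow a share of up to 0.796%.

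CΨC sites had a lower Ψ fraction than others. Within depth deciles a difference of -1.46 points stayed past the threshold, although most of the -17.3 points was gone. Depth alone is not excluded by so small a remainder, since some deciles still span a wide range of depth. Calibration alone is argued against by a difference of -12.1 points in the uncalibrated gap ratio. Depth and calibration together may account for it, since the gap ratio within depth deciles differed by -0.16 points (permutation p = 0.546). For TΨC sites, which were higher, 8.83 points remained within depth deciles. This argues against depth alone only as far as those deciles remove depth. Calibration alone is argued against by 3.74 points in gap ratio (permutation test, adjusted p = 0.0306). Both together remain open, as the gap ratio within depth deciles differed by 1.76 points, with a p of 0.0489 before and 0.318 after adjustment. The curves may correct a real difference in deletion rate between motifs, so a difference that arises in calibration is not thereby an error.

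Sites in runs of at least 4 U had higher gap ratios. A difference of 7.49 points remained within depth deciles (permutation p = 3.70e-04). Lower depth of these sites is not excluded as the whole cause, since a decile can still span a wide range of depth. One such decile ran from 20 reads or fewer to more than 50. The median gap ratio was 66.7% at 20 reads or fewer and 28.6% at 21 to 50. Misplaced deletions in these runs were not tested.

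Many sites have a near copy. With at most 3 mismatches over 21 nucleotides, 191 pairs of windows were found, against 1 when flanks were shuffled, and 297 sites, or 22.0%, had such a copy. In 128 pairs without further copies, 123 of them on different chromosomes, the gap ratios of both copies were similar (Spearman's rho 0.84), and so were their depths (rho 0.92). How far this exceeds what depth gives depends on the test. In the first test run, the median absolute log2 difference in gap ratio was 0.22 in the 115 pairs that could be matched, against 0.30 (0.25 to 0.35) in 10000 draws of sites matched on motif and depth, and no draw was as small (permutation p = 1e-04, the smallest that can be given). That test leaves a depth difference of up to 1.5 times, so the trend of gap ratio on depth was then removed with a running median, a change made after the first result was known. Over 100 sites, 10.32% of draws were then as small. The permutation p-value was 0.0673 over 50 sites, 0.103 over 100 and 0.0244 over 200. Removing the trend lowered Spearman's rho between the gap ratios of the 128 pairs from 0.84 to 0.31, 0.34 and 0.36 at these widths. The outcome of the draws turns on the width of the running median. Similar depth of the copies therefore cannot be told apart from similarity of its own. Reads that match both copies are a candidate explanation that stays open in the same way: in the 39 pairs with 1 to 3 mismatches that could be matched no draw was as small at first, and 14.81% were once the trend over 100 sites was removed. For these pairs the permutation p-value was 0.0876 over 50 sites, 0.148 over 100 and 0.0163 over 200. An even sharing of reads between identical copies stays open as well: depths differed from an even split in 61.7% of the 81 identical pairs (binomial test, unadjusted), but that test covers counting error only and takes amplified reads as independent. Gap ratios differed in 0 of these pairs after adjustment and in 5 at an unadjusted p under 0.05 (Fisher's exact test). In the 47 pairs with 1 to 3 mismatches they differed in 8 after adjustment and in 13 at an unadjusted p under 0.05, so the similarity has exceptions.

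Among the 200 TΨC sites, 48 lay in the context GTTCNANNC, which resembles the T loop of transfer RNA. Their mean gap ratio was higher by 11.1 points than at the other TΨC sites (permutation p = 0.00172), with a median depth of 89.5 against 397.5 reads. Lower depth cannot be told apart from an effect of the context, since 5.95 points remained within depth deciles with a permutation p = 0.0626 over few sites. The flanks could form a full stem of 4 pairs in 21 of the 48 windows, against at most 11 when flanks were exchanged between windows (permutation p = 1e-04, the smallest that can be given). Reads from transfer RNA are a candidate source, but an mRNA with the same fold cannot be told apart from it, as the transcripts at these positions were not analysed here.

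At 1 site the listed gap ratio exceeded 100%, with 7 gapped reads at a depth of 6 (plus strand of chromosome 2, position 45382850). The listed depth thus did not hold all gapped reads there, and for its interval the gapped reads were capped at the depth. At 1 site the Ψ fraction was listed at 0% although 131 of 4190 reads were gapped (plus strand of chromosome 4, position 12650312). Its 5-nucleotide motif was GTΨAT, whose other sites had fractions of 0.87% and 1.09% at gap ratios of 3.45% and 3.53%. The 0% was thus the low end of that motif's curve.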
